A study of Homo sapiens with 9 samples. Its data were reported in "Endothelial cell-specific expression of serine/threonine kinase 11 modulates dendritic cell differentiation" (2022).

How the data were processed

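RNA-seq was run on HUVEC carrying a plasmid for wild-type Ptbp1 or for its form T138A or T138E, in 9 libraries, 3 per group. The groups and replicate numbers come from the sample titles. The authors deposited the whole series as a single table, with an estimated count and an FPKM value (fragments scaled to gene length and depth) per assembled locus and library. The submitters' processing notes name BWA, TopHat, Cufflinks and hg19, with no versions. The row names, however, are those of a merged StringTie assembly, and the positions of 19801 of 24407 Ensembl genes (81.1%) match GENCODE release 29 on GRCh38, so positions below are GRCh38. The study's methods name HISAT2, StringTie and Ballgown for its mouse libraries, and which tools made this table is not given in the sources used here. The deposited estimated counts are whole numbers not scaled for library size. Of 599918 non-zero values up to 40, 50.8% were multiples of 4, as values derived from coverage can be rather than reads counted singly. Deposited FPKM values are normalized by the authors for length and depth, and read 1e-04 wherever the count is 0. Estimation from an assembly can split reads between overlapping genes, paralogs and pseudogenes. Whether the counting used strand is not given in the sources used here, so overlapping antisense genes are uncertain.

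The table held 188900 loci, 57101 of them with a gene annotation and 131799 without (10097 had no name at all). Totals per library ran from 2314599 to 4930211 estimated counts. The 37 mitochondrial loci were at 0 in every library and were not tested. Annotated loci passing edgeR's filterByExpr were tested (12855, of which 1856 carry several gene names), and library sizes were the sums over annotated loci. Estimated counts were rounded to whole numbers, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood, legacy option on) in R 4.3.3, with all 9 libraries in 1 fit of group means, two-sided, and Benjamini-Hochberg adjustment at 0.05. The comparisons, samples, gene lists and the rule for named genes were fixed before the data were examined, with edgeR if counts were deposited and limma on log2(FPKM + 1) if FPKM was. The table held both, so the count test was chosen after seeing the table, limma was run as an alternative (loci at a mean of 1 FPKM or more), and the restriction to annotated loci was also chosen after seeing it. Tables were read with data.table version 1.17.8, and figures were drawn with Python 3.11.15, matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6.

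The rule named up to 10 genes per direction past the threshold with no overlap between groups. Where fewer passed, it filled each direction to 5 with the smallest unadjusted p among genes with an official symbol, a mean of 1 FPKM or more and no overlap, said to miss the threshold. PTBP1, PTBP2, PTBP3, KITLG, KIT and STK11 were always named, as were up to 4 members of smallest p from each list with a passing member and up to 2 from each other list. Chosen after their values were seen were genes at 0 in a group, HERC5 between the mutants, RNU5B-1 and the genes of the closing section. Merged loci are called by the listed gene or by all their names. Some genes that the rule names are not reported here. Gene lists (31 fixed) were tested with camera in limma 3.58.1 (preset correlation 0.01) and again with an estimated correlation, and with fry. Adjustment was over the 29 lists with at least 3 measured loci. The mitochondrially encoded list had 0 measured loci and the leukocyte list 2, so neither was tested. Gene ontology terms with 10 to 1000 tested loci came from the deposited table, in which 2549 loci carry no usable term.

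GC content was that of the longest annotated transcript, known for 12746 tested loci (99.2%), and the GC correction removed a natural spline with 4 degrees of freedom from each library as an offset. Alternatives were DESeq2 1.42.0 and its size factors, limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 0.01), quantile normalization, no filter or a mean of 5 FPKM, robust or untrended variance, a replicate block, each library left out, only the 6 libraries compared, the study's threshold, every assembled locus, sums per gene name, thinning to the smallest total, the GC correction and edgeR without its legacy option. The last 5 of these and log2(FPKM + 1) were chosen after seeing the data. The fit gave a biological coefficient of variation of 0.394, and log2 values of replicates correlated at 0.911 to 0.916 in wt, 0.858 to 0.871 in T138A and 0.847 to 0.850 in T138E. The test was tested on simulated data of 12855 genes, 100 of them changed at each fold. It recovered 13% of 2-fold and 55% of 4-fold changes for T138A against wt, 11% and 53% for T138E against wt, and 17% and 50% between the mutants. Above the median level, 96.2%, 86.8% and 86.3% of 4-fold changes were recovered, and 3 of 71, 6 of 70 and 4 of 71 calls were false. Means of a list over the loci measured under every setting were computed after its values were seen. Bounds (3 counts over the group at 0) cover counting error only and are too high wherever a read adds several counts. The share of the alternative KITLG exon was left out because the table has no transcripts. GENCODE was used only for GC content and positions.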

Results

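Human umbilical vein endothelial cells (HUVEC), cells from the lining of a large vein, were transfected with a plasmid for 1 of 3 forms of Ptbp1, and their RNA was sequenced. Ptbp1 (polypyrimidine tract binding protein) binds pyrimidine-rich RNA and sets whether nearby exons are kept during splicing. The forms were the wild-type protein (wt), T138A, in which the threonine studied is an alanine that cannot be phosphorylated, and T138E, in which a glutamate mimics the phosphate. The study names this threonine as a target of the kinase Lkb1 (encoded by STK11). Each group held 3 libraries, 9 in all. Total estimated counts were 4900595, 3886236 and 4930211 in wt, 3121853, 2643080 and 3031338 in T138A, and 2444526, 2538542 and 2314599 in T138E. The labels number the replicates but do not say that they came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.

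The libraries of the 3 groups differed in composition as well as in depth. Totals averaged 4572350 ± 594374 in wt, 2932090 ± 254349 in T138A and 2432560 ± 112450 in T138E (mean ± SD, n = 3 throughout; log2 fold changes below are ± SE). Loci without a gene annotation took 23.1 ± 0.763% of counts in wt, 26.7 ± 0.635% in T138A and 27.1 ± 0.0777% in T138E. Annotated loci above 0 numbered 18122 ± 444, 16336 ± 326 and 15809.7 ± 187 in the same order. The 10 most abundant loci held 4.60 ± 0.596%, 4.24 ± 0.0658% and 3.79 ± 0.306% of counts. Within a library, the rank correlation across loci between GC content and the deviation from the mean of all libraries was 0.238 ± 0.0188 in wt, -0.104 ± 0.116 in T138A and -0.104 ± 0.0458 in T138E. For totals, unannotated share, loci above 0 and GC trend, a two-sided exact permutation test gave p = 0.1 for each mutant against wt, the smallest value that this number of libraries allows. Between the mutants the exact test gave p = 0.1 for totals, 0.4 for the unannotated share, 0.2 for loci above 0 and 1 for the GC trend. For the share of the most abundant loci the exact permutation p was 0.5 (T138A against wt), 0.1 (T138E against wt) and 0.1 (between the mutants). Ribosomal RNA repeat loci held 0.340 ± 0.124%, 0.208 ± 0.0703% and 0.183 ± 0.0689% of counts, with exact permutation p of 0.2, 0.2 and 0.7 in the order of the comparisons above. The structural RNAs RN7SL1, RN7SK, RMRP, RPPH1 and MALAT1 held 1.49 ± 0.581%, 1.34 ± 0.0535% and 1.04 ± 0.238%, with exact permutation p of 1, 0.4 and 0.1.

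**Figure D1:**
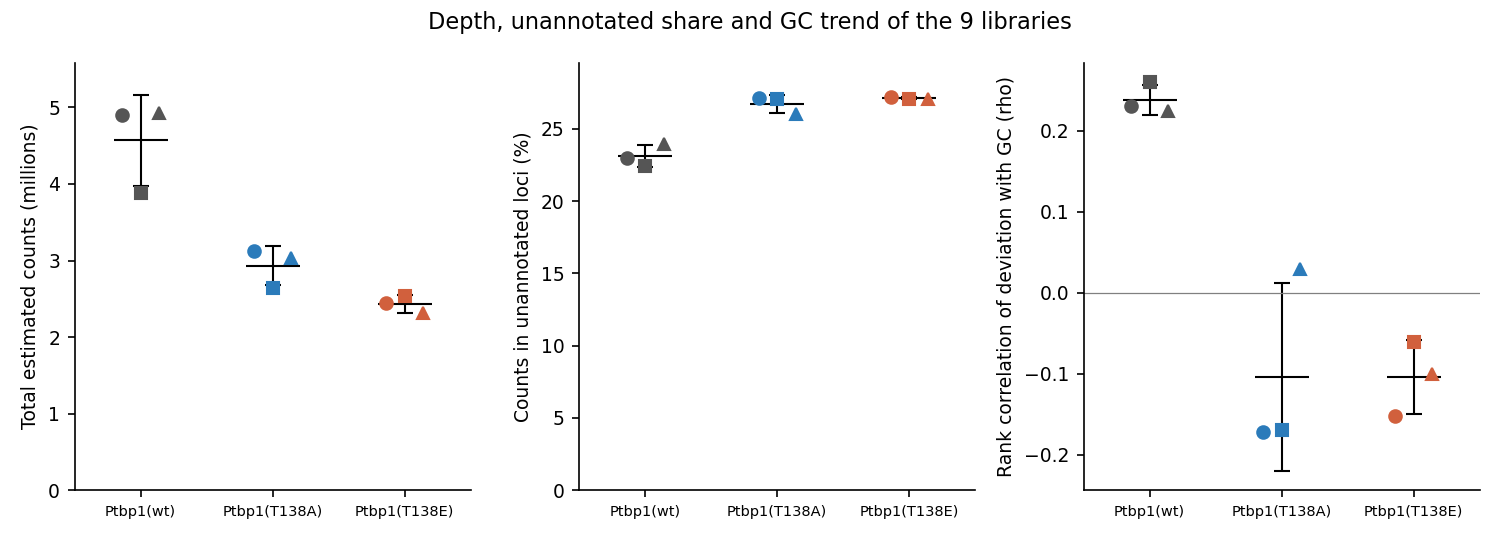
Total estimated counts (left), share of counts in unannotated loci (%, middle) and rank correlation across loci of the deviation from the mean of all libraries with GC content (right) in each library. Circles, squares and triangles are replicates 1, 2 and 3, horizontal lines are group means and error bars are SD (n = 3); the wt libraries had more counts, a lower unannotated share and a higher rank correlation than each of the 6 mutant libraries.

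PTBP1 itself, the gene on the plasmids, was measured at 21.1 ± 1.73 FPKM in wt, 19.96 ± 3.84 in T138A and 16.3 ± 5.02 in T138E. Its locus (chromosome 19, 797075 to 812327, GRCh38 positions, merged with the microRNA gene MIR4745) had log2 fold changes of -0.013 ± 0.22, adjusted p = 0.9999 (T138A against wt), -0.31 ± 0.22, adjusted p = 0.881 (T138E against wt) and -0.30 ± 0.22, adjusted p = 0.946 (T138E against T138A). A library without a Ptbp1 plasmid was not analysed here, and the table does not separate plasmid from endogenous transcript. The paralogs PTBP2 (2.81 ± 0.740 FPKM in wt, 2.76 ± 1.35 in T138A and 4.38 ± 1.42 in T138E) and PTBP3 (28.4 ± 1.93 FPKM in wt, 27.0 ± 1.79 in T138A and 18.3 ± 9.57 in T138E) are splicing regulators of the same family. PTBP2 had log2 fold changes of 0.027 ± 0.35, 0.67 ± 0.35 and 0.64 ± 0.35 in the same order (lowest adjusted p = 0.775). PTBP3 had -0.018 ± 0.29, -0.58 ± 0.29 and -0.56 ± 0.29 (lowest adjusted p = 0.769). Single libraries and other settings moved these values. PTBP1 in T138E had -0.59 (against wt) and -0.57 (against T138A) without T138E replicate 3, and -0.19 and -0.17 without T138E replicate 2. It had -0.19 against T138A without T138E replicate 1 and -0.15 without T138A replicate 1. Against wt it had -0.041 with the GC correction and -0.50 over every assembled locus. PTBP3 in T138E had -1.05 and -1.02 without T138E replicate 1, and -0.26 and -0.24 without T138E replicate 3. PTBP2 in T138E had 0.43 and 0.41 without T138E replicate 1. It had 1.11 against T138A without T138A replicate 2, and 0.32 and 0.076 for sums per gene name. Between T138A and wt the sign turned in 7 of 25 alternatives for PTBP1, DESeq2 size factors and the GC correction among them. It turned in 11 of 24 for PTBP2, the log2 FPKM scales, quantile normalization and the GC correction among them, and in 3 of 25 for PTBP3 (thinning, and without wt replicate 2 or T138A replicate 2). KITLG, which encodes stem cell factor (Scf), was measured at 6.35 ± 1.09 FPKM in wt, 12.2 ± 3.06 in T138A and 10.0 ± 0.981 in T138E (chromosome 12, 88492793 to 88580471). Its log2 fold changes were 0.99 ± 0.23, adjusted p = 0.537 (T138A against wt), 0.70 ± 0.24, adjusted p = 0.593 (T138E against wt) and -0.29 ± 0.23, adjusted p = 0.946 (T138E against T138A). The last was -0.13 without T138A replicate 1, -0.49 without T138A replicate 3 and -0.15 for sums per gene name. With no filter, where no locus kept its own variance (here and below), KITLG passed in edgeR for T138A against wt (adjusted p = 0.0354). Adjusted over the list alone, it passed in the SCF and KIT signalling and niche cytokine and Notch ligand lists (T138A against wt). The share of its transcripts with the alternative exon, which separates soluble from membrane-bound Scf, was not analysed, because the table gives loci, not transcripts. KIT, the receptor of Scf, lay near the floor (0.372 ± 0.432 FPKM in wt, 0.587 ± 0.355 in T138A and 0.465 ± 0.0747 in T138E), with log2 fold changes of 0.70 ± 1.24, 0.35 ± 1.26 and -0.35 ± 1.26. Single libraries set these: over the alternatives they ran from 0.12 (without wt replicate 1) to 2.16 (without wt replicate 3), from -0.23 to 1.81 (without the same libraries) and from -0.73 (without T138A replicate 2) to 0.14 (without T138A replicate 1). STK11 was measured at 1.69 ± 0.364 FPKM in wt, 1.28 ± 0.395 in T138A and 1.54 ± 0.315 in T138E, with log2 fold changes of -0.35 ± 0.38, -0.073 ± 0.38 and 0.28 ± 0.39 (lowest adjusted p = 0.977); its sign against wt turned with the GC correction in both mutants. Its values ran from -0.64 (without T138A replicate 2) to 0.0097 (GC correction), from -0.26 (every assembled locus) to 0.29 (GC correction) and from 0.035 (sums per gene name) to 0.56 (without T138A replicate 2).

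T138A against wt asks what differs when the threonine cannot be phosphorylated. Genes of focal adhesions and integrins, which tie the cytoskeleton to the matrix, were lower as a group in T138A: 28 of 38 measured loci had a negative fold change (mean log2 fold change -0.23, median -0.17, camera adjusted p = 0.00322). They had adjusted p = 0.218 with an estimated correlation, and 0.000217 to 0.218 over its 16 alternatives. The locus BCAR1;AC009078, of an integrin signalling scaffold, had a log2 fold change of -0.61 ± 0.18, adjusted p = 0.765, and -0.31 with the GC correction. Over all genes 0 members passed (0 higher and 9 lower at an unadjusted p under 0.05), and 0 passed adjusted over the list alone. Lysosomal genes were also lower as a group: 21 of 27 measured loci had a negative fold change (mean log2 fold change -0.16, median -0.20, camera adjusted p = 0.0413), adjusted p = 0.438 with an estimated correlation, and 0.00712 to 0.438 over its 16 alternatives. PSAP, the precursor of lysosomal activator proteins, had a log2 fold change of -0.66 ± 0.17, adjusted p = 0.638, and LAMP1, a main protein of the lysosomal membrane, -0.56 ± 0.15, adjusted p = 0.685. PSAP passed with no filter (adjusted p = 0.0126). Of the lysosomal members, 0 passed over all genes (0 higher and 5 lower at an unadjusted p under 0.05) and 2 passed adjusted over the list alone. The study drew adhesion from these same libraries, and its plot of enriched terms for them also shows focal adhesion and lysosomal membrane, so these lists are not independent evidence of their direction.

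Ribosomal proteins, whose processed pseudogenes can share reads, were lower as a group in T138A: 29 of 33 measured loci had a negative fold change (mean log2 fold change -0.15, median -0.18, camera adjusted p = 0.0413), adjusted p = 0.615 with an estimated correlation, and 0.000249 to 0.615 over its 16 alternatives. RPL19 had a log2 fold change of -0.49 ± 0.18, adjusted p = 0.793, and the locus of RPL3 -0.39 ± 0.17, adjusted p = 0.877. RPL3 had -0.26 without T138A replicate 1, -0.60 without T138A replicate 3 and -0.25 with the GC correction. 0 of the ribosomal members passed adjusted over the list alone and 0 over all genes (0 higher and 2 lower at an unadjusted p under 0.05). Epithelial markers were lower as a group: 7 of 7 measured loci had a negative fold change (mean log2 fold change -1.88, median -1.05, camera adjusted p = 0.00322), adjusted p = 0.438 with an estimated correlation, and 0.000214 to 0.438 over its 16 alternatives. With ESRP1 at its bound the mean was -1.41 and the median -1.05. ESRP1, an epithelial splicing regulator, was at 0 in every T138A library and at least 10.5-fold lower than in wt. Bounds here and below cover counting error only, and no such gene passed in edgeR (unadjusted p 0.00190 to 0.0689). CDH1 (E-cadherin) had a log2 fold change of -1.05 ± 0.50, adjusted p = 0.902, with -0.56 on log2(FPKM + 1) and -0.39 with quantile normalization. Of these markers 0 passed over all genes (0 higher and 1 lower at an unadjusted p under 0.05) and 0 adjusted over the list alone. Of the 7 epithelial loci, 6 were at 1 FPKM or more in wt. Beside these groups stood the GC trend and the depth: among loci above a log2 CPM of 5, the 336 with over 60% GC had a median log2 fold change of -0.27, and the 1488 with up to 40% GC had 0.12. The rank correlation of fold change with GC content across 6348 loci, which are not independent replicates, was -0.352. With this trend removed, the mean (adjusted p in parentheses) was -0.16 (0.137) for focal adhesion, -0.11 (0.219) for lysosomal, -0.12 (0.205) for ribosomal and -1.78 (0.0326) for epithelial genes.

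No single gene passed at an adjusted p under 0.05 in edgeR between T138A and wt (smallest 0.113). Of 12855 loci, 711 were under an unadjusted p of 0.05 (302 higher and 409 lower), where chance gives 643. DESeq2 called 15 higher and 15 lower, and limma on log2(FPKM + 1) called 0. At the study's threshold (fold over 2 and unadjusted p under 0.05), 98 loci were higher and 142 lower. The genes of smallest unadjusted p below miss the threshold in edgeR as reported, while DESeq2 called each of them (adjusted p from 3.07e-06 to 0.0144), as did edgeR with no filter for each but MEGF9. RHOQ also passed in a fit of the 6 libraries compared (adjusted p = 0.00389) and without T138E replicate 2 (0.00148). POMK passed also over every assembled locus (0.00989) and with robust variances (0.0381), and PKIA with robust variances (0.0438). Over the alternatives the highest adjusted p of each lay between 0.354 and 0.819. PKIA, an inhibitor of cAMP-dependent protein kinase, was at 12.3 ± 1.75 FPKM in wt and 26.8 ± 1.85 in T138A (log2 fold change 1.18 ± 0.17, adjusted p = 0.113). PNRC1, a nuclear receptor coactivator, had 2.87 ± 0.516 and 11.3 ± 3.95 FPKM (1.98 ± 0.35), and RHOQ, a small GTPase, 1.35 ± 0.246 and 11.9 ± 2.37 (3.17 ± 0.56). SCAMP5 had a log2 fold change of 2.64 ± 0.49 and MEGF9 of 1.11 ± 0.23. Towards lower values, POMK, a kinase that phosphorylates O-mannose sugars on dystroglycan, had 7.90 ± 1.86 FPKM in wt and 2.22 ± 0.437 in T138A (log2 fold change -1.76 ± 0.25, adjusted p = 0.113). GNA11, a G protein alpha subunit, had 8.30 ± 0.759 and 1.84 ± 0.452 (-2.07 ± 0.38), and TIPARP, an ADP-ribosyltransferase, 23.2 ± 2.80 and 11.2 ± 1.57 (-0.99 ± 0.18). HIC1, a transcriptional repressor, had -3.22 ± 0.59 (but -1.61 on log2(FPKM + 1) and -1.499 with quantile normalization), and PSMD11, a proteasome subunit, -0.83 ± 0.16. Adjusted p values of the genes after PKIA, POMK excepted, ran from 0.229 to 0.331. The groups of each of these genes did not overlap, which chance gives to 10% of genes with 3 libraries against 3.

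The other lists missed the threshold between T138A and wt, and their mean log2 fold changes are given with the camera adjusted p. Lists on RNA handling had -0.0013 (adjusted p = 0.968) for the PTB protein family, -0.0058 (adjusted p = 0.914) for PTBP1 splicing targets, 0.10 (adjusted p = 0.341) for splicing factors and -0.16 (adjusted p = 0.863) for substrates of nonsense-mediated decay. Among their members, QKI had a log2 fold change of 0.93 ± 0.33, HNRNPD 0.91 ± 0.37, FLNA -0.35 ± 0.12, SRC -0.51 ± 0.26, SNHG15 -1.65 ± 0.72 and EPB41L4A-AS1 1.11 ± 0.63. Signalling lists had 0.15 (adjusted p = 0.362) for SCF and KIT signalling, -0.52 (adjusted p = 0.585) for the LKB1 and AMPK pathway, 0.15 (adjusted p = 0.160) for niche cytokines and Notch ligands and -0.42 (adjusted p = 0.327) for p53 targets. CAB39, a scaffold of the Lkb1 complex, had 1.14 ± 0.36, JAK2 0.42 ± 0.22, CSF3 1.14 ± 0.49 and CDKN1A -0.45 ± 0.19. With T138A at 0, bounds were 26.3-fold lower for SIK1, 9.24-fold for NUAK2 and 8.21-fold for BBC3. With such genes at their bounds the mean was -0.24 for the LKB1 and AMPK pathway and -0.26 for p53 targets. Endothelial and adhesion lists had -0.028 (adjusted p = 0.542) for endothelial identity genes, -0.12 (adjusted p = 0.537) for cell-cell adhesion, -0.039 (adjusted p = 0.389) for extracellular matrix genes, -0.58 (adjusted p = 0.362) for endothelial-mesenchymal transition genes, -0.34 (adjusted p = 0.388) for shear-responsive transcription factors and 0.36 (adjusted p = 0.827) for lymphatic endothelial markers. ICAM2 had -0.60 ± 0.21, CDH5 (VE-cadherin) -0.42 ± 0.17, HSPG2 -0.51 ± 0.11, CCN1 -0.39 ± 0.11, NOS3 -0.59 ± 0.40, SLC9A3R2 -0.59 ± 0.40, LYVE1 -1.22 ± 0.66 and PDPN 2.74 ± 1.88 (above 0 only in T138A replicate 2 and wt replicate 1 of the libraries compared). SNAI2 was at least 21.1-fold lower, which set the mean of its list at -0.36. Adjusted over the list alone, 2 extracellular matrix and 2 endothelial-mesenchymal transition genes passed, all lower, against 0 over all genes (3 higher and 5 lower at an unadjusted p under 0.05, and 0 higher and 2 lower at an unadjusted p under 0.05). Of the 43 genes the rule names only from lists not called here, and with counts in both groups, 33 moved by over 1.5 times or turned sign under at least 1 alternative. 3 of them turned sign, and 7 passed in at least 1 alternative.

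Immune lists had mean log2 fold changes of 0.068 (adjusted p = 0.519) for the type I interferon response, -0.084 (adjusted p = 0.713) for antigen presentation and -0.013 (adjusted p = 0.544) for the NF-kB inflammatory response in T138A against wt. ISG15 had a log2 fold change of -0.83 ± 0.26, IFI27 -0.74 ± 0.26, B2M 0.19 ± 0.10, HLA-C;HLA-B -0.19 ± 0.12, CXCL8 0.39 ± 0.13 and CCL5 4.32 ± 1.82. CCL5 had 55.9 FPKM in T138A replicate 2 and was listed at 0 in the other T138A libraries, so its value rests on 1 library. SELE (E-selectin) was at least 5.95-fold lower (unadjusted edgeR p of 0.0489), and with it at its bound the NF-kB mean was 0.11. Growth, stress and metabolic lists had -0.079 (adjusted p = 0.713) for cell cycle genes, -0.25 (adjusted p = 0.160) for replication-dependent histones, -0.026 (adjusted p = 0.916) for the unfolded protein response, -0.076 (adjusted p = 0.519) for heat shock genes, -0.14 (adjusted p = 0.160) for hypoxia and glycolysis genes, 0.032 (adjusted p = 0.963) for cholesterol synthesis genes and -0.069 (adjusted p = 0.968) for immediate early genes. MKI67, a proliferation marker, had 0.51 ± 0.13, CENPE 0.55 ± 0.21, H1-2 -0.91 ± 0.35, H2BC12;H4C9 -0.65 ± 0.25, PDIA4 -0.26 ± 0.13, MANF -0.49 ± 0.31, HSPD1 -0.47 ± 0.14, HSP90AB1 -0.25 ± 0.11, ENO1 -0.39 ± 0.13, ENO2 -1.29 ± 0.44, SC5D 1.12 ± 0.38, JUN -0.36 ± 0.16 and BTG2 0.80 ± 0.43. Fibroblast and smooth muscle markers had a mean of 0.17 (adjusted p = 0.540), with ACTA2 at 0.93 ± 0.68 and FAP at -1.24 ± 1.06. Mean, median and test direction did not share a sign for the PTB protein family (median -0.013, test up), PTBP1 splicing targets (median 0.0035, test down), SCF and KIT signalling (median -0.012, test up), the LKB1 and AMPK pathway (median 0.060, test up), the NF-kB inflammatory response (median 0.16, test up), the unfolded protein response (median -0.014, test up), immediate early genes (median -0.19, test up) and lymphatic endothelial markers (median -0.040, test down). With an estimated correlation, 0 of 29 lists passed between T138A and wt, and fry, which tests a list without reference to other genes, called 0. Focal adhesion genes lost their call without T138A replicate 1 (0.132), lysosomal genes without wt replicate 1 (0.209) or T138A replicate 1 (0.143), ribosomal proteins without wt replicate 2 (0.290), T138A replicate 1 (0.156) or T138A replicate 2 (0.532), and epithelial markers without wt replicate 1 (0.0597), wt replicate 2 (0.0636) or T138A replicate 2 (0.0528), each value an adjusted p. The lysosomal call was also lost after thinning (0.0546), and the mean was -0.34 and -0.39 without wt replicates 1 and 3, -0.35, -0.41 and -0.41 without T138A replicates 1, 2 and 3, and -0.39 and -0.38 without T138E replicates 2 and 3. Without any 1 of these libraries TFEB passed the filter as well, and over the other 27 loci the mean was -0.12 to -0.20. The ribosomal mean was -0.10 without wt replicate 2, -0.093 without T138A replicate 2 and -0.27 without T138A replicate 3. On log2(FPKM + 0.1), on log2(FPKM + 1) and with quantile normalization the epithelial call was lost, with means (adjusted p) of -1.10 (0.0693), -0.60 (0.0691) and -0.53 (0.0803). ESRP1 and EPCAM missed the FPKM minimum there; the other 5 loci had a mean of -0.91 in edgeR, and -0.95 after thinning (0.0374), but -2.20 without T138A replicate 1.

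**Figure D2:**
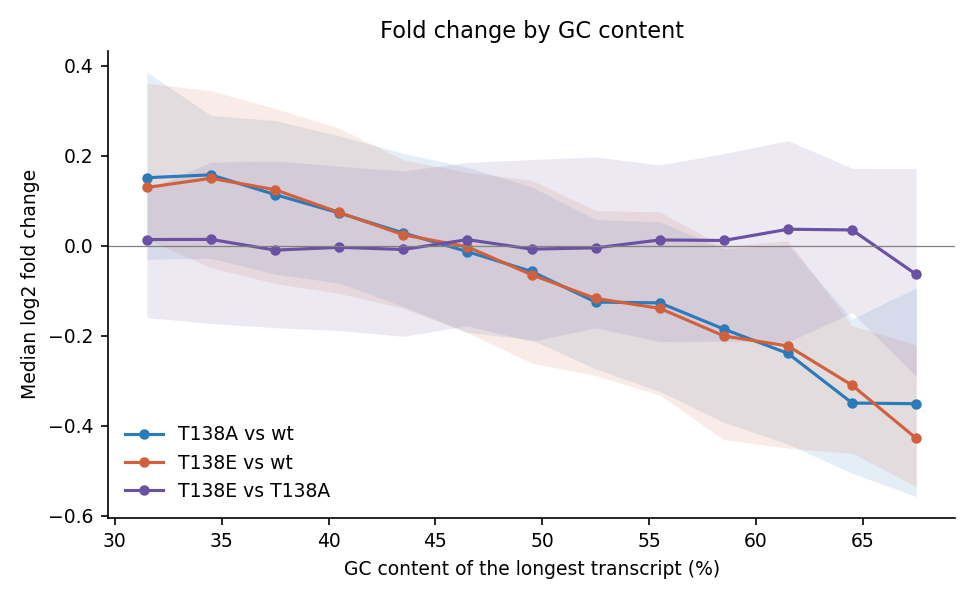
Median log2 fold change (vertical) of loci in bins of GC content of the longest transcript (%, horizontal) for the 3 comparisons, with shading for the interquartile range of loci. The medians fell with GC content in both comparisons against wt (rank correlations -0.352 and -0.336) and stayed near 0 between the mutants (0.000886).

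T138E against wt asks what differs when the residue carries a lasting negative charge. Genes of the type I interferon response, which cells switch on against viruses, were lower as a group in T138E: 32 of 40 measured loci had a negative fold change (mean log2 fold change -0.53, median -0.27, camera adjusted p = 1.92e-06). They had adjusted p = 0.113 with an estimated correlation, and 8.09e-09 to 0.113 over its 16 alternatives. With IRF7 at its bound the mean was -0.45, the median -0.27. HERC5, a ligase for the ubiquitin-like ISG15, had 5.40 ± 0.732 FPKM in wt and 2.18 ± 0.477 in T138E (log2 fold change -1.22 ± 0.32, adjusted p = 0.443), and IFI27 had 43.0 ± 20.2 and 21.2 ± 1.63 (-0.98 ± 0.27, adjusted p = 0.443). Without wt replicate 3 IFI27 had a log2 fold change of -0.50, and with no filter it passed (adjusted p = 0.000502). Over all genes 0 members passed (0 higher and 13 lower at an unadjusted p under 0.05), and 9 passed adjusted over the list alone. IRF7, a transcription factor of the response, was at 0 in every T138E library and at least 5.45-fold lower than in wt. Antigen presentation genes were lower as a group too: 12 of 14 measured loci had a negative fold change (mean log2 fold change -0.38, median -0.54, camera adjusted p = 0.000123), adjusted p = 0.0887 with an estimated correlation, and 9.36e-06 to 0.0887 over its 16 alternatives. The locus HLA-C;HLA-B, of HLA class I heavy chains that share reads, had 108 ± 11.5 FPKM in wt and 64.2 ± 5.20 in T138E (-0.70 ± 0.12, adjusted p = 0.1199). It had -0.40 with the GC correction. It passed in 5 of 25 alternatives, namely DESeq2, no filter, robust variances, every assembled locus and sums per gene name (adjusted p over all alternatives from 0.000411 to 0.636). Among antigen presentation members, 2 passed adjusted over the list alone and 0 over all genes (0 higher and 5 lower at an unadjusted p under 0.05). Type I interferon signaling is also among the terms in the study's plot for these libraries, so this list is not independent evidence of its direction.

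Lysosomal and adhesion genes were lower as groups in T138E as well. For lysosomal genes, 24 of 27 measured loci had a negative fold change (mean log2 fold change -0.27, median -0.33, camera adjusted p = 0.00103), adjusted p = 0.0887 with an estimated correlation, and 7.25e-05 to 0.0887 over its 16 alternatives. The locus of HEXA had a log2 fold change of -0.62 ± 0.21, adjusted p = 0.593. For focal adhesion and integrin genes, 28 of 38 measured loci had a negative fold change (mean log2 fold change -0.29, median -0.19, camera adjusted p = 0.00420), adjusted p = 0.0887 with an estimated correlation, and 0.00135 to 0.122 over its 16 alternatives. The locus BCAR1;AC009078 had a log2 fold change of -0.66 ± 0.18, adjusted p = 0.465, and -0.36 with the GC correction. For cell-cell adhesion genes, 16 of 22 measured loci had a negative fold change (mean log2 fold change -0.22, median -0.20, camera adjusted p = 0.0329), adjusted p = 0.113 with an estimated correlation, and 0.0153 to 0.113 over its 16 alternatives. NECTIN2, a cell-surface protein of adherens junctions, had -1.003 ± 0.20, adjusted p = 0.216. It passed with DESeq2 (adjusted p = 0.0118) and with no filter (0.00916). Adjusted over the list alone, 0 lysosomal, 5 focal adhesion and 2 cell-cell adhesion genes passed, against 0 over all genes. At an unadjusted p under 0.05, 7 lysosomal members were lower and 0 higher, 10 focal adhesion members lower and 1 higher, and 5 cell-cell adhesion members lower and 0 higher. As above, the study named adhesion and plotted lysosomal membrane from these libraries. p53 targets were lower as a group: 16 of 21 measured loci had a negative fold change (mean log2 fold change -0.26, median -0.26, camera adjusted p = 0.0274), adjusted p = 0.113 with an estimated correlation, and 0.00394 to 0.132 over its 16 alternatives. ZMAT3, an RNA-binding p53 target, had -2.47 ± 0.54, adjusted p = 0.291, and CDKN1A, the cell cycle inhibitor p21, -0.62 ± 0.19, adjusted p = 0.549. ZMAT3 passed in sums per gene name (adjusted p = 0.0260) and with no filter (7.55e-23). Over all genes 0 members passed (0 higher and 2 lower at an unadjusted p under 0.05), and 1 passed adjusted over the list alone. Fibroblast and smooth muscle markers were higher as a group: 7 of 10 measured loci had a positive fold change (mean log2 fold change 0.44, median 0.70, camera adjusted p = 0.0334), adjusted p = 0.535 with an estimated correlation, and 0.00144 to 0.535 over its 16 alternatives. COL3A1;MIR3606 had 5.48 ± 3.07 FPKM in wt and 10.9 ± 5.56 in T138E (1.06 ± 0.42, adjusted p = 0.679), and COL1A1 6.42 ± 2.42 and 11.9 ± 8.97 (0.95 ± 0.42, adjusted p = 0.706). Without T138E replicate 1 their log2 fold changes were 0.56 and 0.11, and on log2(FPKM + 1) COL1A1 had 0.63. With no filter both passed (adjusted p = 0.0251 and 0.0167). Of these 10 marker loci, 7 were at 1 FPKM or more in wt, 3 also stood in the extracellular matrix list and 0 passed adjusted over the list alone (0 over all genes, 2 higher and 0 lower at an unadjusted p under 0.05).

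Beside these groups, the 336 loci over 60% GC had a median log2 fold change of -0.28 in T138E against wt, and the 1488 up to 40% GC had 0.13 (rank correlation -0.336 across 6348 loci). With the GC trend removed, the mean (adjusted p in parentheses) was -0.56 (5.45e-08) for interferon, -0.33 (0.00150) for antigen presentation and -0.23 (0.00904) for lysosomal genes. Calls ended for focal adhesion at -0.23 (0.122), cell-cell adhesion at -0.19 (0.0856), p53 targets at -0.18 (0.132) and fibroblast markers at 0.41 (0.0745). Cell-cell adhesion lost its call without wt replicate 1 (0.0641), wt replicate 3 (0.0586) or T138E replicate 1 (0.102), p53 targets without wt replicate 2 (0.0706) or T138E replicate 1 (0.0715), and fibroblast markers without wt replicate 1 (0.1198), wt replicate 3 (0.0586) or T138E replicate 1 (0.403), where their mean turned to -0.33. The fibroblast mean was 0.71 without wt replicate 2 and 0.74 without T138E replicate 2, and over the 8 loci measured under every setting it was 0.73 and, without T138E replicate 1, 0.32. The cell-cell adhesion mean was -0.44 without T138E replicate 2, where CGN and JAM2 also passed the filter (-0.24 over the other 22 loci). The p53 mean was -0.55 on log2(FPKM + 0.1), without SPATA18 and BBC3 (-0.37 over the same 19 loci in edgeR), and the focal adhesion mean -0.16 with quantile normalization, without ITGB4 (-0.18 over the same 37 loci in edgeR).

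No single gene passed at an adjusted p under 0.05 between T138E and wt in edgeR (smallest 0.0697). Of 12855 loci, 881 were under an unadjusted p of 0.05 (366 higher and 515 lower; chance gives 643). DESeq2 called 18 higher and 27 lower, and limma on log2(FPKM + 1) called 0. At the study's threshold, 136 loci were higher and 199 lower. The next genes had the smallest unadjusted p and miss the threshold in edgeR as reported, with no overlap between groups. DESeq2 called each of those given here (adjusted p from 2.49e-07 to 0.0277), as did edgeR with no filter. Over the alternatives the highest adjusted p of each lay between 0.201 and 0.850. TNFSF15, a TNF-family cytokine made by endothelial cells, had 15.8 ± 3.67 FPKM in wt, 13.8 ± 1.39 in T138A and 4.75 ± 0.833 in T138E (log2 fold change -1.68 ± 0.22, adjusted p = 0.0697). It passed in 8 of 25 alternatives (adjusted p 3.08e-10 to 0.185, 0.201 with a replicate block, log2 fold change -1.86 to -1.48): DESeq2, no filter, every locus (0.00387), sums per gene name (0.0143), robust variances (0.0166), the GC correction (0.0199), without wt replicate 2 (0.0376) or the legacy option (0.0466). MKI67 had 13.0 ± 0.753 and 22.9 ± 0.786 FPKM (0.86 ± 0.13, adjusted p = 0.0920), and HMGA1, an architectural protein of chromatin, 215 ± 10.6 and 328 ± 36.6 (0.65 ± 0.12, adjusted p = 0.147). BTBD3 had 0.840 ± 0.105 and 6.80 ± 0.930 FPKM (3.01 ± 0.55), PKIA a log2 fold change of 1.06 ± 0.18 and PNRC1 of 1.92 ± 0.35. MKI67 passed also with robust variances (adjusted p = 0.0191) and in sums per gene name (0.0479), PKIA with robust variances (0.0407). HMGA1 passed with robust variances (0.0435) and the GC correction (0.0195), and BTBD3 without T138A replicate 3 (0.0376) and in a fit of the 6 libraries compared (0.0219). BTBD3 summed per gene name had a log2 fold change of 1.28. Towards lower values, RMRP, the RNA of RNase MRP, had 4659.5 ± 165 and 2807 ± 191 FPKM (-0.69 ± 0.10, adjusted p = 0.0920). RN7SL1, the RNA of the signal recognition particle, which has many near-identical copies, had -0.56 ± 0.10. With the GC correction RMRP had -0.38 (adjusted p = 0.559) and RN7SL1 -0.26 (0.775), and with quantile normalization RMRP had -1.09. RMRP and RN7SL1 each passed in 5 of 25 alternatives: DESeq2, no filter, robust variances (0.0191 and 0.0435), every assembled locus (0.0124 and 0.0146) and sums per gene name (0.0143 and 0.0479). GIPC1, an adaptor in receptor trafficking, had 7.80 ± 0.470 and 2.80 ± 0.584 FPKM (-1.37 ± 0.25).

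The remaining lists missed the threshold between T138E and wt. Lists on RNA handling had mean log2 fold changes of -0.073 (adjusted p = 0.690) for the PTB protein family, -0.080 (adjusted p = 0.405) for PTBP1 splicing targets, 0.10 (adjusted p = 0.0548) for splicing factors and -0.12 (adjusted p = 0.990) for substrates of nonsense-mediated decay. U2AF2 had a log2 fold change of 0.77 ± 0.24, HNRNPD 1.10 ± 0.37, FLNA -0.42 ± 0.12, SRC -0.87 ± 0.26, ATF3 -1.66 ± 0.72 and EPB41L4A-AS1 1.34 ± 0.64. Signalling lists had 0.15 (adjusted p = 0.423) for SCF and KIT signalling, -0.035 (adjusted p = 0.775) for the LKB1 and AMPK pathway and -0.015 (adjusted p = 0.529) for niche cytokines and Notch ligands. CAB39 had 1.16 ± 0.36, TSC2 -0.70 ± 0.33, AKT1 -0.27 ± 0.18 and PDGFB -0.67 ± 0.26. Endothelial lists had -0.081 (adjusted p = 0.160) for endothelial identity genes, 0.13 (adjusted p = 0.756) for extracellular matrix genes, -0.14 (adjusted p = 0.240) for endothelial-mesenchymal transition genes, 0.030 (adjusted p = 0.991) for shear-responsive transcription factors and 0.42 (adjusted p = 0.982) for lymphatic endothelial markers. ICAM2 had -0.81 ± 0.22, ENG -0.46 ± 0.15, HSPG2 -0.46 ± 0.11, CCN1 -0.34 ± 0.11, ZEB1 -0.72 ± 0.30, KLF2 -0.35 ± 0.84, RMDN2-AS1;CYP1B1 0.73 ± 0.71, PDPN 3.82 ± 1.92 (above 0 in 1 wt library) and FLT4 -1.16 ± 0.74. Adjusted over the list alone, 4 extracellular matrix genes were higher and 4 lower, 2 cell cycle genes were higher and 1 histone gene was lower, against 0 over all genes. Of the 35 genes the rule names only from lists not called here, and with counts in both groups, 23 moved by over 1.5 times or turned sign under at least 1 alternative. 1 of them turned sign, and 6 passed in at least 1 alternative. Growth, stress and metabolic lists had 0.089 (adjusted p = 0.159) for cell cycle genes, -0.24 (adjusted p = 0.231) for replication-dependent histones, -0.19 (adjusted p = 0.534) for the unfolded protein response, -0.048 (adjusted p = 0.805) for heat shock genes, -0.12 (adjusted p = 0.231) for hypoxia and glycolysis genes, -0.30 (adjusted p = 0.775) for cholesterol synthesis genes, -0.053 (adjusted p = 0.982) for immediate early genes and -0.073 (adjusted p = 0.510) for ribosomal proteins. CENPE had 0.80 ± 0.21, H2AC6 -1.87 ± 0.37, H2BC5 0.64 ± 0.31, PDIA4 -0.30 ± 0.13, HSPB1 -0.51 ± 0.22, HSP90AB1 -0.12 ± 0.11, GPI;AC092073;PDCD2L -0.44 ± 0.17, ADM -1.29 ± 0.55, INSIG1 1.501 ± 0.48, DUSP1 -0.57 ± 0.25, RPS19 -0.56 ± 0.17 and RPS7 -0.35 ± 0.14. MVD, of the cholesterol list, was at 0 in T138E and at least 10.1-fold lower, and CSF2, of the niche and NF-kB lists, at least 8.52-fold lower. With these at their bounds the means were -0.10 (cholesterol), 0.15 (niche) and -0.085 (NF-kB). The NF-kB response and epithelial markers had -0.21 (adjusted p = 0.529) for the NF-kB inflammatory response and -0.47 (adjusted p = 0.646) for epithelial markers, with BIRC3 at -0.99 ± 0.37, EPCAM at -1.59 ± 1.34 and KRT5 at -1.55 ± 1.34. Mean, median and test direction differed in sign for the LKB1 and AMPK pathway (median -0.057, test up), niche cytokines and Notch ligands (median 0.12, test up), the NF-kB inflammatory response (median 0.037, test down), extracellular matrix genes (median -0.072, test up), substrates of nonsense-mediated decay (median -0.047, test up), cholesterol synthesis genes (median 0.012, test up), shear-responsive transcription factors (median -0.10, test up), immediate early genes (median 0.072, test up) and lymphatic endothelial markers (median -0.48, test down). With an estimated correlation 0 of 29 lists passed (smallest adjusted p = 0.0887), and fry called 7, the 6 lower lists and splicing factors (adjusted p = 0.0152, up).

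**Figure D3:**
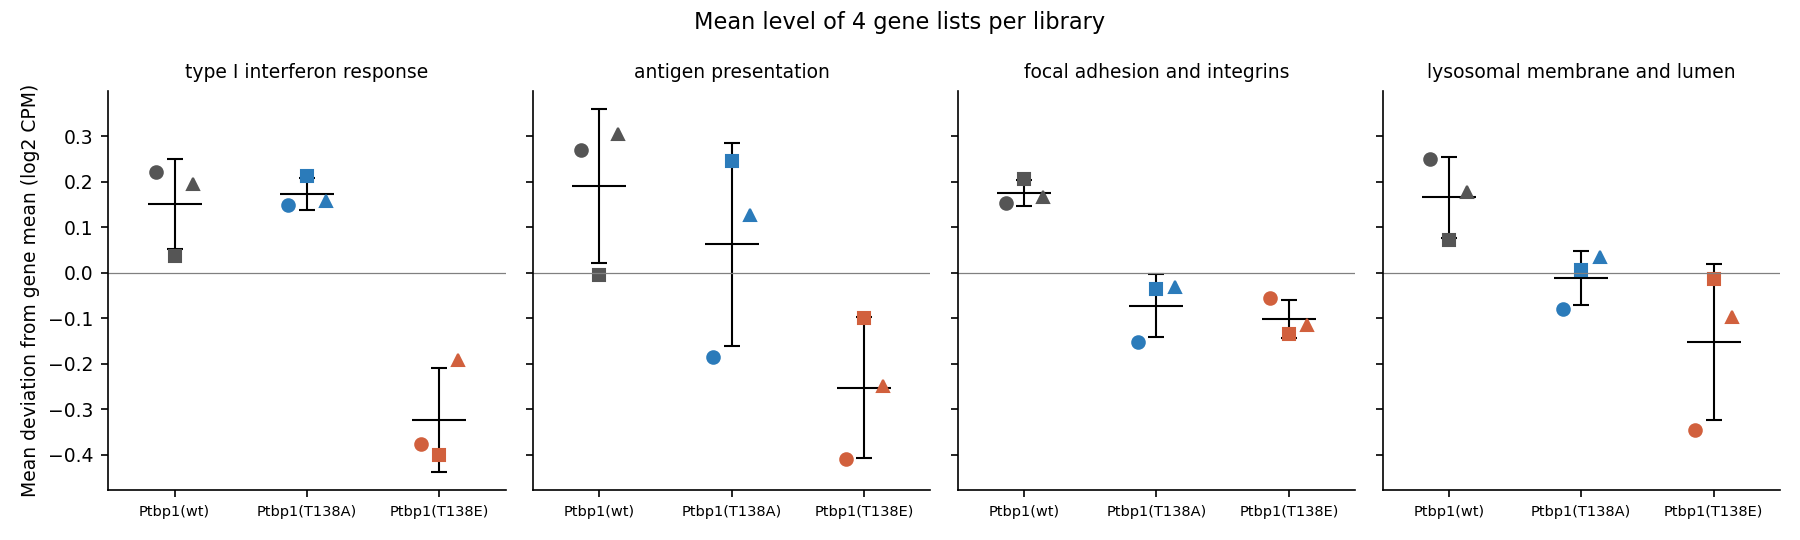
Mean deviation of each library from the gene mean (log2 CPM, vertical) over the loci of 4 gene lists in the 3 groups. Circles, squares and triangles are replicates 1, 2 and 3, horizontal lines are group means and error bars are SD (n = 3); interferon genes lay below 0 in the 3 T138E libraries and above 0 in the other 6.

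T138E against T138A sets the mimic of the phosphate against the residue that cannot carry it. POMK, the O-mannose kinase, rose from 2.22 ± 0.437 FPKM in T138A to 9.18 ± 1.82 in T138E (log2 fold change 2.02 ± 0.25, adjusted p = 0.0409; chromosome 8, 43093498 to 43131180). Wild-type libraries stood at 7.90 ± 1.86. It was the 1 locus of 12855 that passed in edgeR, and its groups did not overlap, which chance gives to 10% of genes. Interferon response genes were lower as a group in T138E: 36 of 40 measured loci had a negative fold change (mean log2 fold change -0.60, median -0.33, camera adjusted p = 1.32e-09). They had adjusted p = 0.115 with an estimated correlation, and 9.35e-10 to 0.115 over its 16 alternatives. IRF7 was at least 15.2-fold lower, and with it at its bound the mean was -0.51 and the median -0.33. RSAD2 (viperin), an antiviral enzyme, had 16.3 ± 3.40 FPKM in T138A and 9.84 ± 0.822 in T138E (-0.73 ± 0.23, adjusted p = 0.757), and HERC5 had 3.14 ± 0.711 and 2.18 ± 0.477. Over all genes 0 members passed (0 higher and 13 lower at an unadjusted p under 0.05), and 0 passed adjusted over the list alone. As above, the study plotted an interferon term from the same libraries. Antigen presentation genes were lower as a group: 11 of 14 measured loci had a negative fold change (mean log2 fold change -0.30, median -0.35, camera adjusted p = 0.000935), adjusted p = 0.115 with an estimated correlation, and 1.30e-05 to 0.115 over its 16 alternatives. HLA-C;HLA-B had 91.1 ± 1.78 FPKM in T138A and 64.2 ± 5.20 in T138E (-0.51 ± 0.12, adjusted p = 0.437), and the locus HLA-DOB;AL669918;TAP2 -0.61 ± 0.19, adjusted p = 0.760; TAP2 is a subunit of the peptide transporter. Of these, 3 passed adjusted over the list alone and 0 over all genes (0 higher and 6 lower at an unadjusted p under 0.05). Epithelial markers were higher as a group: 6 of 7 measured loci had a positive fold change (mean log2 fold change 1.41, median 0.71, camera adjusted p = 0.0409), adjusted p = 0.574 with an estimated correlation, and 0.00567 to 0.574 over its 16 alternatives. ESRP1 was at least 11.6-fold higher, and with it at its bound the mean was 0.95. KRT18, whose pseudogenes can share reads, had 0.49 ± 0.25 (0.29 without T138A replicate 2 and 0.29 without T138E replicate 3), and 0 markers passed adjusted over the list alone (0 over all genes, 1 higher and 0 lower at an unadjusted p under 0.05). The rank correlation of fold change with GC content between the mutants was 0.000886, and the T138E libraries held fewer counts (given above).

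Between the mutants edgeR called 1 locus higher and 0 lower, with 735 under an unadjusted p of 0.05 (353 higher and 382 lower; chance gives 643). DESeq2 called 13 higher and 16 lower. limma on log2(FPKM + 1) called 1 locus, the spliceosomal RNA gene RNU5B-1 (4.40 ± 0.39 on that scale, adjusted p = 0.0186), and gave POMK an adjusted p = 0.0953. POMK kept its call in 15 of 25 alternatives (adjusted p from 2.06e-13 to 0.115, log2 fold change 1.62 to 2.20). It lost it on the log2 FPKM scales (0.0503 to 0.0953), in limma without trend (0.113), with quantile normalization (0.115) and without T138A replicate 1 (0.0998), 2 (0.0908) or 3 (0.0975) or T138E replicate 1 (0.111) or 3 (0.0972). At the study's threshold 161 loci were higher and 179 lower. Genes that miss the threshold in edgeR as reported but had the smallest unadjusted p and no overlap follow. DESeq2 called each of them (adjusted p from 4.72e-06 to 0.0254), as did edgeR with no filter. Over the alternatives the highest adjusted p of each lay between 0.217 and 0.754. ZNF195, a zinc finger protein, had 1.48 ± 0.744 FPKM in T138A and 5.27 ± 0.199 in T138E (1.78 ± 0.29, adjusted p = 0.1199). TIPARP had a log2 fold change of 0.97 ± 0.18, RNF41, a ubiquitin ligase, 1.53 ± 0.33, and RAP1A, a small GTPase, 1.27 ± 0.28. Towards lower values, TNFSF15 had -1.54 ± 0.22, adjusted p = 0.0869, and passed in 8 of 25 alternatives (3.93e-08 to 0.217). PALM2AKAP2 had 22.4 ± 0.701 and 7.93 ± 2.52 FPKM (-1.497 ± 0.24, adjusted p = 0.1199), GIPC1 -1.43 ± 0.25, ATP1B3, a subunit of the sodium pump, -1.84 ± 0.36, and NLGN2 -1.70 ± 0.34. ZNF195 passed also without T138A replicate 3 (adjusted p = 0.00910). PALM2AKAP2 passed over every assembled locus (0.0173), without wt replicate 2 (0.0391) and in a fit of the 6 libraries compared (0.0437), and ATP1B3 without wt replicate 3 (0.0234) and in that fit (0.0437). ATP1B3 summed per gene name had -1.004.

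**Figure D4:**
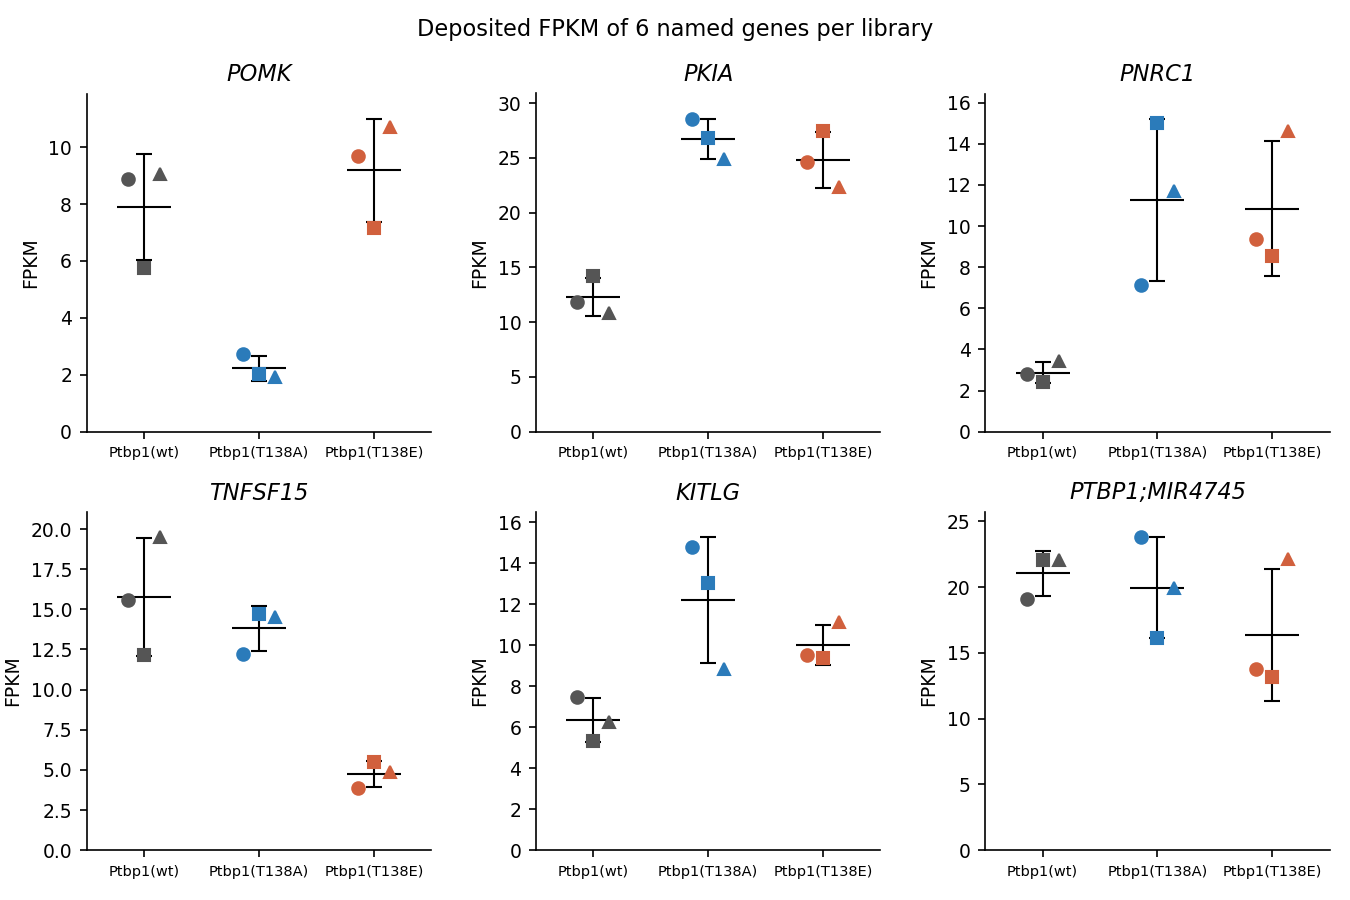
Deposited FPKM (vertical, from 0) of POMK, PKIA, PNRC1, TNFSF15, KITLG and the PTBP1 locus in each library of the 3 groups. Circles, squares and triangles are replicates 1, 2 and 3, horizontal lines are group means and error bars are SD (n = 3); POMK averaged 2.22 FPKM in T138A and 9.18 in T138E.

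Other lists missed the threshold between the mutants. Lists on RNA handling had mean log2 fold changes of -0.072 (adjusted p = 0.739) for the PTB protein family, -0.075 (adjusted p = 0.546) for PTBP1 splicing targets, 0.0063 (adjusted p = 0.603) for splicing factors and 0.038 (adjusted p = 0.892) for substrates of nonsense-mediated decay. NONO had a log2 fold change of 0.92 ± 0.22, AC015813;SRSF1 -1.22 ± 0.36, CASP2 -0.51 ± 0.23, ZFAS1;AL049766;SNORD12B;SNORD12 0.57 ± 0.31 and ATF3 -1.31 ± 0.72. Signalling lists had -0.0030 (adjusted p = 0.910) for SCF and KIT signalling, 0.49 (adjusted p = 0.910) for the LKB1 and AMPK pathway, -0.16 (adjusted p = 0.546) for niche cytokines and Notch ligands and 0.16 (adjusted p = 0.487) for p53 targets. AKT1 had -0.24 ± 0.18, CSF3 -0.95 ± 0.50 and ZMAT3 -2.22 ± 0.53. SIK1 was at least 10.8-fold higher, NUAK2 at least 8.03-fold and BBC3 at least 11.2-fold, since each was at 0 in T138A. The means at these bounds were 0.21 (LKB1 and AMPK) and 0.0031 (p53 targets). Endothelial and adhesion lists had -0.053 (adjusted p = 0.546) for endothelial identity genes, -0.068 (adjusted p = 0.967) for focal adhesion and integrin genes, -0.10 (adjusted p = 0.276) for cell-cell adhesion, 0.17 (adjusted p = 0.272) for extracellular matrix genes, 0.44 (adjusted p = 0.967) for endothelial-mesenchymal transition genes, 0.37 (adjusted p = 0.487) for shear-responsive transcription factors and 0.062 (adjusted p = 0.892) for lymphatic endothelial markers. EGFL7 had -0.49 ± 0.22, ESAM -0.53 ± 0.31, CD44 -0.97 ± 0.34, LIMS1 0.96 ± 0.36, NECTIN2 -0.89 ± 0.20, OCLN 1.24 ± 0.52, TGFBI 0.99 ± 0.26, MMP2 0.51 ± 0.18, ZEB1 -0.67 ± 0.30, SLC9A3R2 0.75 ± 0.41, RMDN2-AS1;CYP1B1 1.20 ± 0.73, PROX1 -0.84 ± 0.50 and LYVE1 0.50 ± 0.67. SNAI2 was at least 6.42-fold higher, which set the mean of its list at 0.22. Immune lists other than those above had -0.20 (adjusted p = 0.272) for the NF-kB inflammatory response. CXCL8 had -0.49 ± 0.13 and BIRC3 -1.27 ± 0.38. SELE was at least 13.6-fold higher. CSF2, above 0 only in replicate 3 of T138A, was at least 3.88-fold lower (unadjusted edgeR p of 0.0689). The means at the bounds were -0.19 for NF-kB and 0.0012 for niche genes. Growth, stress and metabolic lists had 0.17 (adjusted p = 0.0673) for cell cycle genes, 0.0045 (adjusted p = 0.892) for replication-dependent histones, -0.16 (adjusted p = 0.524) for the unfolded protein response, 0.028 (adjusted p = 0.761) for heat shock genes, 0.013 (adjusted p = 0.910) for hypoxia and glycolysis genes, -0.33 (adjusted p = 0.892) for cholesterol synthesis genes, 0.015 (adjusted p = 0.967) for immediate early genes, 0.082 (adjusted p = 0.306) for ribosomal proteins and -0.11 (adjusted p = 0.487) for lysosomal genes. MKI67 had 0.35 ± 0.13, CENPF 0.38 ± 0.16, H2AC6 -1.60 ± 0.37, H2BC12;H4C9 0.64 ± 0.25, MANF 0.73 ± 0.31, CRELD2 -1.33 ± 0.58, HSPD1 0.39 ± 0.15, HSP90AA1 0.13 ± 0.11, ENO2 1.10 ± 0.45, ENO1 0.27 ± 0.13, JUN 0.39 ± 0.17, RPS7 -0.27 ± 0.14, RPS19 -0.30 ± 0.17 and ATP6V1H -1.19 ± 0.30. MVD was at least 11.6-fold lower, which set the cholesterol mean at -0.14. Fibroblast markers had a mean of 0.27 (adjusted p = 0.276), with DCN at 0.86 ± 0.37 and COL1A2 at 0.78 ± 0.41. Adjusted over the list alone, 1 cell-cell adhesion, 1 lysosomal and 1 histone gene passed lower, 1 splicing factor passed higher, and 1 p53 target passed in each direction. Of the 43 genes the rule names only from lists not called here, and with counts in both groups, 18 moved by over 1.5 times or turned sign under at least 1 alternative. 2 of them turned sign, and 6 passed in at least 1 alternative. Mean, median and test direction were of unlike sign for focal adhesion and integrin genes (median -0.0070, test up), p53 targets (median -0.17, test down), the LKB1 and AMPK pathway (median 0.017, test down), heat shock genes (median -0.0034, test up), cholesterol synthesis genes (median 0.045, test up), endothelial-mesenchymal transition genes (median 0.053, test down) and immediate early genes (median -0.017, test up). With an estimated correlation 0 of 29 lists passed, and fry called 0. Epithelial markers lost their call without T138A replicate 2 (adjusted p = 0.205) or 3 (0.117) or T138E replicate 2 (0.0507) or 3 (0.429), and their mean was 2.31 without T138A replicate 1. Their call was also lost on log2(FPKM + 0.1), on log2(FPKM + 1) and with quantile normalization, with means (adjusted p) of 0.50 (0.226), 0.28 (0.275) and 0.30 (0.242), and after thinning, with 0.57 (0.236). ESRP1 and EPCAM were not tested in these, and the other 5 loci had a mean of 0.55 in edgeR, 1.82 without T138A replicate 1 and 0.33 without T138E replicate 3. The interferon mean was -0.37 on log2(FPKM + 1) and -0.38 with quantile normalization, both without IRF7, against -0.43 over the same 39 loci in edgeR.

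Among the 3 groups together, edgeR called 0 loci at an adjusted p under 0.05 (smallest 0.0851), with 767 under an unadjusted p of 0.05 and 351 at the study's threshold. A likelihood ratio test in DESeq2 called 59 and limma 0. Both mutants were compared with the same wt libraries, so their fold changes share chance values. At the study's threshold 41 loci were higher and 12 lower in both comparisons, and 0 went opposite ways. Independent lists of these sizes would share 1.04 and 2.20. On log2(FPKM + 0.1) the counts were 39, 37 and 2, where independent lists would share 1.11 and 7.16. In 20 simulations, run in edgeR only, of unchanged groups against shared wt libraries, 38 to 60 loci were shared higher and 14 to 35 lower (means 46.5 and 24). The correlation of log2 fold changes across loci was 0.394 (simulated 0.449 to 0.496), and the covariance 0.216 (simulated 0.221 to 0.253). The wt libraries were too few to be split, so part of any excess over independent lists may come from them. At an adjusted p under 0.05 the comparisons shared 0 loci.

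The study asked which functions the changed genes share. At its threshold, 0 of 1862 gene ontology terms were enriched at an adjusted p under 0.05 in a one-sided Fisher exact test, over 9146 loci with terms (smallest adjusted p 0.156 for T138A against wt, 0.483 for T138E against wt, 1 between the mutants and 0.809 among the 3 groups). The study's terms had a Fisher exact p under 0.05 among the 3 forms, and the counts below are for pairs. Protein binding, the term the study placed first, exceeded 1000 loci and was outside the 1862. It held 118, 175 and 169 where 123, 175 and 175 were expected in T138A against wt, T138E against wt and between the mutants. Cell adhesion held 4, 8 and 4 where 3.77, 5.35 and 5.35 were expected in the same order. Focal adhesion held 3, 5 and 3 where 4.15, 5.88 and 5.88 were expected. RNA binding, also over 1000 loci, held 14, 24 and 20 where 21.2, 30.01 and 30.01 were expected. Lysosomal membrane held 9, 6 and 9 where 3.82, 5.42 and 5.42 were expected (unadjusted Fisher exact p of 0.0145 for the first). Type I interferon signaling held 0, 2 and 2 where 0.523, 0.742 and 0.742 were expected. The smallest unadjusted Fisher exact p among these terms other than lysosomal membrane was 0.167.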

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

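The GC correction of the interferon and focal adhesion genes, the splits of the interferon level over all libraries and the comparison of unannotated shares between preparations were tests chosen only after the result was seen. Loci outside the gene annotation, which the gene comparisons of the report left out, took more of the counts in the mutants than in the wt libraries: 26.7 ± 0.635% in T138A and 27.1 ± 0.0777% in T138E against 23.1 ± 0.763% (SD, n = 3). A direct test of the effects of both mutants gave differences for 1 gene and 3 lists. POMK differed by a log2 fold change of 2.02 ± 0.25 between T138E and T138A. The interferon list differed by a mean of -0.60, the antigen presentation list by -0.30 and the epithelial list by 1.41 (0.95 with ESRP1 at its bound). With an estimated correlation the adjusted p of these lists was 0.115, 0.115 and 0.574, past no threshold.

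The interferon list was lower in T138E in both comparisons, which share the T138E libraries. A GC trend, lower depth or a single T138E library as the whole source was argued against: the list kept an adjusted p of 5.45e-08 (against wt) and 1.09e-09 (against T138A) with the GC correction, 6.51e-06 and 2.10e-08 after thinning, and at most 0.000727 without any 1 T138E library. Of the 84 splits of the 9 libraries into 3 and 6, 1 (the real one) gave a difference in mean level as large (-0.49, next -0.37). Over its alternatives the adjusted p ran up to 0.113 and 0.115, both with an estimated correlation, where the call ended because co-varying genes count for less. An effect of the glutamate is a hypothesis. A difference between plasmid preparations or transfections, to which interferon genes respond, may do as well and was not tested.

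GC-rich loci and focal adhesion genes were lower in both mutants than in wt. Thinning cannot judge depth here either (rank correlation of fold change with GC content then -0.334 and -0.346). A GC trend may account for part of the focal adhesion shift: with the trend removed, the mean log2 fold change went from -0.23 (SD over loci 0.37) to -0.16 (0.32) in T138A and from -0.29 (0.80) to -0.23 (0.73) in T138E. The adjusted p then rose to 0.137 and 0.122, since the list has a median GC content of 52.9% against 46.7% over all loci and the size of the shift shrank; the call also ended with an estimated correlation and no GC correction (0.218 and 0.0887; highest over the alternatives 0.218 and 0.122). Preparation of the wt libraries and plasmid cannot be told apart, since no label separates them. The wt shares of unannotated counts lay 2.03 percentage points below the nearest mutant library.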

How the results depend on the processing

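The fits to log2(FPKM + 1), every assembled locus, sums per gene name, thinned libraries, the GC correction and edgeR without its legacy option were tests chosen after seeing the data. Of 129 alternatives for 7 counts, 64 stayed within 1.5 times. Counts of genes changed are given in the order T138A against wt, T138E against wt, between the mutants and among the 3 groups, and were 0, 0, 1 and 0 in the analysis reported. They were 240, 335, 340 and 351 at the study's threshold, 30, 45, 29 and 59 with DESeq2 and 120, 156, 100 and 248 with no filter. In the last case edgeR's prior degrees of freedom became infinite over 25919 loci (from 6.43), so no locus kept its own variance. They were 0, 2, 5 and 3 on log2(FPKM + 0.1), 0, 4, 7 and 7 on log2(FPKM + 0.01), 1, 0, 3 and 1 in limma without trend, 2, 10, 2 and 5 with robust variances, 1, 8, 3 and 10 over every locus, 0, 9, 2 and 4 for sums per name, 0, 2, 1 and 3 with the GC correction, 0, 1, 1 and 0 without the legacy option and, for the pairs only, 1, 1 and 6 in fits of 6 libraries. The cause was not tested in these. Leaving out 1 library gave 0 to 4, 0 to 6, 0 to 4 and 0 to 7. For the pairs in the same order the counts were 1, 0 and 2 without wt replicate 1, 0, 1 and 4 without wt replicate 2, 3, 6 and 4 without wt replicate 3, 0, 0 and 0 without T138A replicate 1, 3, 0 and 3 without T138A replicate 2, 4, 1 and 3 without T138A replicate 3, 0, 0 and 0 without T138E replicate 1, 1, 1 and 3 without T138E replicate 2 and 0, 0 and 0 without T138E replicate 3. Among the 3 groups they were 1, 2 and 7 without wt replicates 1, 2 and 3, 0, 2 and 5 without those of T138A and 0, 3 and 0 without those of T138E. Quantile normalization, DESeq2 size factors, log2(FPKM + 1), a mean of 5 FPKM and thinning left the counts as reported.

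Lists called numbered 14 over the comparisons, 0 with an estimated correlation, 7 with the GC correction and 11 to 16 without 1 library. Of 224 alternatives for called lists, 171 kept the call, 52 lost it and 1 turned the sign: fibroblast and smooth muscle markers, T138E against wt, had a mean of -0.33 without T138E replicate 1 (highest 0.74 without T138E replicate 2). Loci shared by both comparisons against wt numbered 0 at an adjusted p under 0.05 as reported, on log2(FPKM + 0.1) and with the GC correction, and 53 at the study's threshold. At that threshold 39 were higher, 37 lower and 2 opposite on log2(FPKM + 0.1), and 40, 9 and 0 with the GC correction, against 41, 12 and 0 as reported. Terms (0 enriched) were rerun only with the block. Of 1264 alternatives for named genes, 1217 kept direction and side of the threshold, 9 lost and 15 gained a call, and 23 turned the sign, all for genes that were not called. The log2 fold change of PTBP1 in T138A against wt was 0.0019 with DESeq2 size factors, 0.25 with the GC correction and up to 0.11 without T138A replicate 2 (from 0.00034 without T138A replicate 3, lowest -0.17 without T138A replicate 1, with 0.0022 and 0.037 without wt replicates 2 and 3). PTBP2 in T138A against wt had -0.057, -0.091 and -0.10 on the log2 FPKM scales, -0.00087 with quantile normalization, -0.18 with the GC correction, -0.062 and -0.11 without wt replicates 1 and 2 and -0.45 without T138A replicate 2 (highest 0.28 without wt replicate 3). PTBP3 in T138A had 0.019 without wt replicate 2 and 0.028 without T138A replicate 2 (lowest -0.061 over left-out libraries, without T138A replicate 1, and -0.20 with the GC correction). STK11 had 0.0097 with the GC correction in T138A, and in T138E 0.056 with quantile normalization, 0.29 with the GC correction, 0.081 without wt replicate 3 and 0.092 without T138E replicate 2 (lowest -0.24 without wt replicate 1). KIT had -0.23 in T138E against wt without wt replicate 1 (highest 1.81 without wt replicate 3) and 0.14 between the mutants without T138A replicate 1 (lowest -0.73 without T138A replicate 2). The cause was not tested.

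With the replicate number as a replicate block, genes changed numbered 0, 0, 1 and 0, lists called 11, loci shared at the study's threshold 36 higher, 17 lower and 2 opposite, and enriched terms 0 (1 for T138A against wt at the study's threshold with the block, adjusted p = 0.0237). The calls lost with the block were those of lysosomal genes and ribosomal proteins in T138A against wt (adjusted p = 0.0718 and 0.0718) and of epithelial markers between the mutants (adjusted p = 0.0502). The numbers did not pair the libraries: the 9 same-numbered pairs correlated at -0.0359 to 0.0379, the 18 others at -0.0273 to 0.0267, and 0 of 9 libraries correlated best with their own number. Alternatives for the share of KITLG transcripts with the alternative exon were not run. At this depth the self-test recovered 13% of 2-fold changes for T138A against wt, so changes of that size were mostly not detectable.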

Other observations

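The GC correction, the fits of unannotated loci and the look at genes called by DESeq2 were tests chosen only after the result was seen. DESeq2 called more loci than edgeR in T138E against wt. SERPINE2, a protease inhibitor of the matrix, was higher (1.43 ± 0.33, adjusted p = 0.00878), and FSTL1, a secreted glycoprotein (locus FSTL1;MIR198), was lower (-0.57 ± 0.11, adjusted p = 0.000654), as were NECTIN2 (-0.98 ± 0.23, adjusted p = 0.0118) and the interferon-induced GBP4 (-1.05 ± 0.26, adjusted p = 0.0273) and IFITM3 (-0.59 ± 0.15, adjusted p = 0.0439). edgeR gave SERPINE2 an adjusted p = 0.273, with FPKM of 3.55 ± 1.55 in wt and 9.09 ± 1.69 in T138E. The leukocyte list, fixed in advance, had 2 measured loci and no test. LYZ (lysozyme) stood at 1.86 and 0.637 FPKM in wt replicates 2 and 3 and was listed at 0 in wt replicate 1. It stood at 5.31, 2.80 and 3.93 in T138A and 3.80, 50.2 and 2.62 in T138E. The whole list held 309 estimated counts in T138E replicate 2 and 5 to 61 in the other libraries. PTPRC (CD45), above 0 in 1 wt library, had a log2 fold change of 3.68 ± 1.90 in T138E against wt and LYZ of 4.55 ± 1.17, adjusted p = 0.410. In a principal component analysis, T138E replicate 3 lay at 87.3 on the first component (16.1% of the variance; others -32.0 to 7.56). T138A replicate 2 lay at 72.6 and T138E replicate 2 at 42.1 on the next (15.2%; others -20.8 to -12.3).

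Among 26310 unannotated loci tested in edgeR, 4 were lower in T138A and 4 in T138E than in wt, and 1 was higher in T138E than in T138A (737, 987 and 1121 under an unadjusted p of 0.05). Several lay on chromosome 21 in clones that carry ribosomal RNA repeats. Locus FP671120 (8212728 to 8257659) was lower in T138A than in wt (log2 fold change -3.72 ± 0.41, adjusted p = 7.09e-08) and higher in T138E than in T138A (2.23 ± 0.39, 0.0163). Locus FP236383 (8433233 to 8435776) was lower in T138A (-2.22 ± 0.23, 2.25e-08) and T138E (-1.98 ± 0.23, 5.96e-07). Other loci of that name were lower in T138A (8395971 to 8440664, -3.00 ± 0.49, 0.00135) and T138E (8389046 to 8391565, -1.59 ± 0.29, 0.0259). An unnamed locus on chromosome 12 (105469346 to 105506834) had -0.37 ± 0.073, adjusted p = 0.0376 in T138A and -0.38 ± 0.073, adjusted p = 0.0289 in T138E. A fragment named MDM2 there (68836105 to 68836529) was lower in T138E (adjusted p = 0.0259). These loci, fitted apart from the genes, took more of the counts in the mutants, so scaling may add to small decreases. The repeats have near-identical copies, so the locus of origin is uncertain.

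The fold changes of both mutants against wt correlated. A shared effect of both plasmids could not be separated from the shared wt libraries: the covariance was 0.216, just below the 0.221 to 0.253 of simulated unchanged groups. With the GC correction it was 0.195, also below that range, which leaves a GC trend as a part of the correlation open.

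Other splits of the libraries were fitted in the same way. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Genes changed numbered 0, 0 and 1 in the real splits (T138A against wt, T138E against wt, T138E against T138A) and at most 2, 1 and 2 in the others, with counts as large in 10, 10 and 7 of the splits; a real count of 0 is met by every split, so this says nothing about chance in the comparisons against wt. At the study's threshold the real counts were 240, 335 and 340 and the highest others 189, 209 and 346, with 1, 1 and 2 splits as large. Lists called numbered 4, 7 and 3 against at most 1, 4 and 3, with 1, 1 and 3 splits as large. Over 100 splits into 3 groups, 100 gave as many genes changed as the real 0 (highest other 5), as any split must, so this says nothing about chance either. At the study's threshold 3 gave as many as the real 351 (highest other 374), a share under 0.05.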
